# Genome-Wide Identification of SNAC1-Targeted Genes Involved in Drought Response in Rice

**DOI:** 10.3389/fpls.2019.00982

**Published:** 2019-07-26

**Authors:** Xu Li, Yu Chang, Siqi Ma, Jianqiang Shen, Honghong Hu, Lizhong Xiong

**Keywords:** SNAC1, stress response, transcriptional regulation, ChIP-Seq, RNA-Seq

## Abstract

Drought stress can cause huge crop production losses. Drought resistance consists of complex traits, and is regulated by arrays of unclear networks at the molecular level. A stress-responsive NAC transcription factor gene *SNAC1* has been reported for its function in the positive regulation of drought resistance in rice, and several downstream SNAC1 targets have been identified. However, a complete regulatory network mediated by SNAC1 in drought response remains unknown. In this study, we performed Chromatin immunoprecipitation sequencing (ChIP-Seq) and RNA-Seq of *SNAC1*-overexpression transgenic rice (*SNAC1*-OE) lines and wild-type under normal and moderate drought stress conditions, to identify all SNAC1 target genes at a genome-wide scale by RNA-Seq analyses. We detected 980 differentially expressed genes (DEGs) in the *SNAC1*-OE lines compared to the wild-type control under drought stress conditions. By ChIP-Seq analyses, we identified 4,339 SNAC1-binding genes under drought stress conditions (SNAC1BGDs). By combining the DEGs and SNAC1BGDs, we identified 93 SNAC1-targeted genes involved in drought responses (SNAC1TGDs). Most SNAC1TGDs are involved in transcriptional regulation, response to water loss, and other processes related to stress responses. Moreover, the major motifs in the SNAC1BGDs promoters include a NAC recognition sequence (NACRS) and an ABA responsive element (ABRE). *SNAC1*-OE lines are more sensitive to ABA than wild-type. SNAC1 can bind to the *OsbZIP23* promoter, an important ABA signaling regulator, and positively regulate the expression of several ABA signaling genes.

## Introduction

Sessile plants unavoidably encounter diverse environmental stresses during their growth and development. Among the adverse stresses, water deficit, or drought can cause huge yield loss or even loss of the entire crop harvest. It has been a long-lasting goal to completely unveil the mechanisms of drought response and to develop new tools for drought resistance improvement in stable food crops such as rice (Hu and Xiong, 2014), since irrigated rice, which is more sensitive to water deficit than upland crops, frequently suffers from drought stress in the rice planting regions worldwide (Hussain and Mumtaz, 2014).

Plants respond to drought stress through a series of known (such as abscisic acid [ABA]-dependent) and unknown signaling pathways, which ultimately lead to morphological, physiological, and biochemical changes to adapt to the drought conditions (Xiong et al., 2002). Transduction of the drought stress signal activates diverse regulatory proteins and modulates expression changes of numerous stress-responsive genes to enable plant survival. Among the regulatory proteins, many transcription factors (TFs) belonging to diverse families play important roles in drought resistance, through directly or indirectly regulating the expression of downstream genes under drought stress conditions, through feedback regulation of the upstream stress signaling, and/or interacting with other regulatory proteins to form a complex network (Xiong et al., 2002; Hirayama and Shinozaki, 2010; Santos et al., 2011; Song et al., 2016; Samad et al., 2017).

NAC (NAM, ATAF1/2, and CUC2) transcription factors comprise one of the largest TF families, which are found only in plants (Sun et al., 2015). NAC proteins are identified by a highly conserved DNA binding domain which is termed as the NAC domain in the N-terminal region, whereas the transcription regulatory region in the C-terminal domain in NAC proteins is usually diversified both in length and amino acid composition (Souer et al., 1996; Aida et al., 1997). The NAC transcription factor family has been systematically identified or annotated in many plants including rice, which contains 151 members (Nuruzzaman et al., 2010). NAC genes have been implicated in organ development, secondary wall synthesis, senescence, iron homeostasis, pathogen defenses, and abiotic stress responses (Takada et al., 2001; Guo and Gan, 2006; Kim et al., 2006; Uauy et al., 2006; Zhong et al., 2006; Puranik et al., 2012). The consensus NAC recognition site (NACRS) CGT(G/A) and core DNA binding sequence (CDBS) CACG were first identified in the promoter of *EARLY RESPONSIVE TO DEHYDRATION 1* (*ERD1*) in *Arabidopsis* (Tran et al., 2004). The recognition sequence for NACs might be conserved in plants, since quite a few NACs can bind to this NACRS (Jensen et al., 2010; Sakuraba et al., 2015; Bhattacharjee et al., 2017; Fan et al., 2018). Meanwhile, several stress-related *cis*-elements such as ABRE (ABA responsive element), DRE (dehydration responsive element), salicylic acid responsive element, and jasmonic acid responsive element were also identified in the promoters of many stress-responsive NAC genes (Nakashima et al., 2012). These stress-related *cis*-elements are involved in the regulation of NAC genes under stress conditions.

Various stress-responsive NAC genes have been explored for engineering plants with improved drought resistance (Hu and Xiong, 2014). *ANAC019*, *ANAC055*, and *ANAC072*, which were induced by drought, salt, and ABA, conferred drought tolerance in transgenic *Arabidopsis* (Tran et al., 2004). *SNAC1*-OE rice exhibited better performance under drought and salt stress conditions at the vegetative stage, and the transgenic plants exhibited greater seed production under drought stress conditions at the reproductive stage (Hu et al., 2006). Genotyping of the *SNAC1* promoter in rice germplasm revealed four haplotypes, and the C1 haplotype confers stronger gene induction and showed better drought resistance than other haplotypes under field drought conditions (Songyikhangsuthor et al., 2014). *SNAC2*, a homolog of *SNAC1*, is responsive to various stresses and *SNAC2* overexpressing rice exhibited increased cold tolerance and ABA sensitivity (Hu et al., 2008). Overexpression of *SNAC3*, which is also responsive to diverse stresses, confers increased resistance to both heat and drought stress, mainly through regulating genes for detoxification of reactive oxygen species (ROS) in rice (Fang et al., 2015). Overexpression of *OsNAC10* and *OsNAC5*, which were driven by a root-specific promoter RCc3, enlarged the root diameter in rice, and therefore conferred increased drought resistance and produced more grains under field drought conditions (Jeong et al., 2010, 2013). Overexpression of some NAC genes from one species in another species may also improve drought tolerance. For example, overexpression of *SNAC1* in wheat (Saad et al., 2013) and cotton (Liu et al., 2014) resulted in increased drought tolerance. A rose NAC gene *RhNAC3*, which was induced by dehydration and ABA, confers drought tolerance in transgenic Arabidopsis through osmotic adjustment regulation (Jiang et al., 2014).

Despite numerous reports on the identification and functional analysis of NAC genes, very few NACs have been thoroughly characterized for their direct target genes. Previously, we examined the differentially expressed genes in transgenic rice overexpressing *SNAC1* by microarray analysis (Hu et al., 2006), and two genes, *OsSRO1c* and *OsPP18*, were confirmed to be directly regulated by SNAC1 (You et al., 2013, 2014b). However, because of the technical limitation of the microarray, a complete scenario of the genes directly regulated by SNAC1 remains unclear. In this study, we performed Chromatin immunoprecipitation sequencing (ChIP-Seq) and RNA-Seq to identify SNAC1 target genes at a genome-wide scale. We analyzed the ChIP-Seq and RNA-Seq profiles of *SNAC1*-OE rice and wild-type (WT) under normal and drought stress conditions. We identified 93 SNAC1-targeted genes related to drought resistance. Most of these genes are involved in transcriptional regulation, response to water loss, and other stress processes. We found that SNAC1 can bind to the *OsbZIP23* promoter, a key ABA signaling regulator (Xiang et al., 2008; Zong et al., 2016). Characterization of the SNAC1-targeted genes will provide insights into the molecular mechanism of drought response and new candidates for engineering drought resistance.

## Materials and Methods

### Plant Materials and Growth Conditions

The rice variety Zhonghua 11 (ZH11) and Nipponbare were used in this research. ZH11 was the transgenic receptor and used as the WT control for stress treatments, RNA-Seq, and ChIP-Seq. The full *SNAC1* coding sequence (LOC_Os03g60080) and the *OsbZIP23* promoter sequence (LOC_Os07g15770) were amplified from the total Nipponbare cDNA. The amplified *SNAC1* coding sequence was cloned into pCAMBIA1301U which was driven by a maize ubiquitin promoter with the primer set SNAC1-1301F/R (Supplementary Table S1). The construct was transformed into ZH11 by *Agrobacterium* (EH105)-mediated transformation (Hiei and Komari, 2008). The transgenic and WT seeds were sprouted on half-strength MS medium in the dark for 2–3 days at 28^∘^C, and then 4–5 days in the greenhouse. The seedlings were then moved to pots or a paddy field with sand/paddy (1:3) soil under natural conditions at Wuhan, China.

### Drought Stress Treatment and ABA Treatment at the Seedling Stage

After germination, the 1-week-old seedlings that were of uniform growth status were moved to pots filled with sandy soil. The three independent transgenic lines (OE-14, OE-19, and OE-25) and ZH11 control plants were grown in a half-and-half manner (15 plants each) in the pots. At the 4-leaf stage, the seedlings were subjected to drought stress treatment by stopping water for 10 days until the relative soil water content reached 8–10% and kept for 2–3 days until the leaves were dehydrated and turned yellow. Then, the seedlings were recovered with sufficient water for 5–7 days. The experiment was repeated three times independently, and the final survival rate was determined as the average percentage of recovered seedlings of the total planted of the three replicates.

For ABA sensitivity test, the germinated seeds of the same materials used in the drought treatment were moved to half-strength MS medium containing 3 μmol/L ABA or equal volume of alcohol (as normal condition) and grown for 10 days. Then, the phenotype was recorded and the seedling shoot lengths were measured. For ABA treatment, 100 μmol/L ABA was sprayed to 4-leaf stage seedlings of OE-19, OE-25, and ZH11. After 1 h, the seedlings were harvested and used for RNA extraction.

### Dual Luciferase Assay in Rice Protoplasts

The amplified *SNAC1* full or partial coding sequences were cloned into yeast GAL4 binging domain vectors (GAL4BD) as effectors. Primers used for cloning are listed in Supplementary Table S1. 35S-GAL4-fLUC was used as a reporter to identify the transcription regulation activity of the effectors. AtUbi-rLUC, a Renilla luciferase (rLUC) gene driven by the *Arabidopsis thaliana UBIQUITIN3* promoter was used as an internal control (Hao et al., 2011). All the constructs were extracted by Qiagen Plasmid Midi Kit and dissolved with ddH_2_O to a final concentration of 1 μg/μl. The effectors, reporters, and the internal control were co-transformed into the rice protoplasts in a ratio of 6:6:1 according to the reported method (Xie and Yang, 2013). After culturing 12 h in the dark at 25^∘^C, the protoplasts were collected and luciferase activities measured using a Dual-Luciferase Reporter Assay System Kit (Promega) and a Tecan Infinite M200 Microplate Reader. The ratio of fLUC to rLUC activity represents the transcriptional activity of the effectors.

### RNA Extraction and Real-Time PCR Analysis

The total RNAs were extracted from the leaves of *SNAC1*-OE lines (OE-19 and OE-25) and ZH11 plants using TRIzol reagent (Invitrogen^TM^) according to the manufacturer’s instructions. Then the RNA (3 μg) was reverse-transcribed using the EasyScript One-Step gDNA Removal and cDNA Synthesis Kit (TransGen^TM^). Subsequently, the reverse transcription product was diluted ten times with ddH_2_O and 2 μl was taken as the template for real-time quantitative PCR (q-PCR). q-PCR was performed using a QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems) analyzer and each reaction contained 5 μl 2 × PowerUp^TM^SYBR Green Master Mix (Applied Biosystems^TM^), 0.2 μM of each gene-specific primer (primer sequences are listed in Supplementary Table S1). The gene expression level was calculated using the 2^–ΔΔCT^ method based on three independent replicates and a rice *Ubiquitin* gene (LOC_Os03g13170) was used as an internal control.

### RNA-Seq and Transcriptome Profiling Analysis

The total RNAs were extracted from the leaves of *SNAC1*-OE line OE-19 and ZH11 plants at the 4-leaf stage with three independent replicates. The RNA libraries were sequenced by Novogene (Tianjin, China) with Illumina^®^ Hiseq X Ten, and we used the BMKCloud cloud server^1^ to analyze the raw data which was mapped to the rice MSU 7.0 reference genome^2^. Gene expression levels were measured by the FPKM (Fragments Per Kilobase of exon model per Million mapped reads) method (Florea et al., 2013). The criterion of differentially expressed genes (DEGs) was the log_2_FC ≥ 1 as well as the false discovery rate (FDR) < 0.05.

### Chromatin Immunoprecipitation (ChIP) Assay and ChIP Sequencing

The ChIP assay was performed according to Bowler et al. (2004) with some modifications. Briefly, 3 g shoot tissues from 4-leaf stage seedlings were cross-linked in 1% formaldehyde by vacuum for 30 min. The chromatin was extracted on ice as described by Bowler and sheared to 200–500 bp fragments for ChIP-Seq or 200–1000 bps fragments for ChIP-PCR by sonication. Subsequently, the DNA fragments were immunoprecipitated by anti-SNAC1 polyclonal antibody from rabbits prepared by ABclonal (Wuhan, China). The combined DNAs were eluted, purified, and dissolved in ddH_2_O. Primers used in ChIP-qPCR are listed in Supplementary Table S1.

The materials used for ChIP-Seq were the same as with RNA-Seq (also with three independent replicates), notably, three kinds of samples were analyzed by ChIP-Seq, except for OE-19 plants under drought stress conditions. The ChIP libraries were sequenced by Novogene (Tianjin, China) and preliminary analysis of the raw data was performed on the BMKCloud cloud server as well. We compared the clean data to the rice MSU 7.0 reference genome using bowtie2 (Langmead et al., 2009). The MACS2 software (Zhang et al., 2008) was used to find the potential interaction regions between DNA and proteins. The conserved motifs that SNAC1 can bind to were analyzed by MEME-ChIP (Machanick and Bailey, 2011).

### Statistical Analysis

All experiments were repeated independently three times. The Student’s *t*-test and the Least Significant Difference were calculated using SPSS^3^.

### Accession Numbers

The RNA-Seq and ChIP-Seq data in this article were deposited in the Gene Expression Omnibus under accession number GSE128495.

## Results

### SNAC1 Transcriptional Activation Assay

In a previous study, the *SNAC1* cDNA isolated from a cDNA library for overexpression (Hu et al., 2006) actually encoded a protein with an incomplete C-terminus, which lacked 251–316 AA of the complete reference sequence (SNAC1-Type40S, Figure 1). Even though the SNAC1-Type40S is incomplete, it showed strong transactivation activity in yeast, and overexpression of this form in rice resulted in a significant increase in drought resistance (Hu et al., 2006). We tested the transactivation activity of the full-length SNAC1 (SNAC1-FL) using a dual luciferase assay and found that SNAC1-FL had stronger transactivation activity than SNAC1-Type40S in rice protoplasts (Figure 1). A NAC repression domain (NARD), which has been found in other NACs such as GmNAC20 (Hao et al., 2010), was also identified in the middle of the SNAC1 protein sequence (the 114–142 AA, Figure 1). We then tested the effect of the NARD on transactivation activity in rice protoplasts. To our surprise, the truncated SNAC1 without the NARD (SNAC1-ΔNARD) showed weaker activity than the SNAC1-FL (Figure 1), suggesting that the NARD in SNAC1 may not act as a repression domain. Besides, deletion of the first 31 AAs of SNAC1-FL reduced its activity to a level similar to SNAC1-ΔNARD, indicating that the SNAC1 N-terminus accounted for part of the transcriptional activity. In addition, the incomplete version with deletion of the C-terminal region (lacking the 176–316 AA, SNAC1-ΔC) showed the least activity among the vectors tested (Figure 1), suggesting that the SNAC1 C-terminus was indispensable for maintaining the activity of SNAC1. These results indicated that the intact SNAC1 coding sequence is essential for its full activity.

**FIGURE 1:**
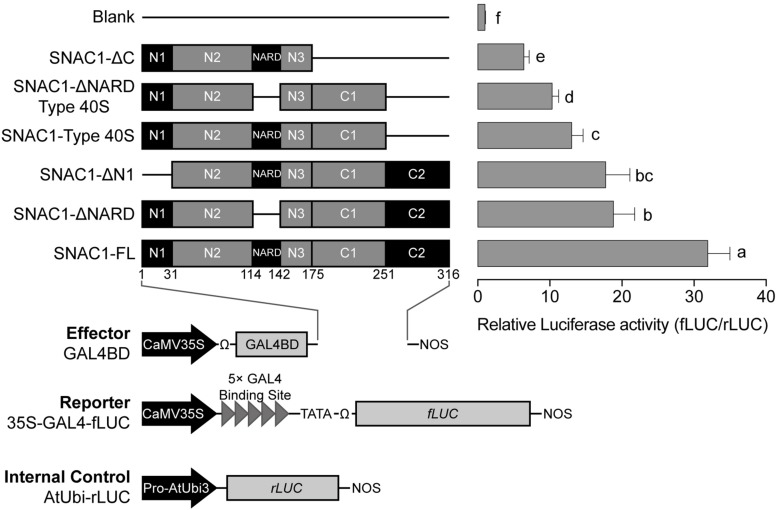
Full (*SNAC1-FL*) or partial (*SNAC1*-ΔC, *SNAC1*-ΔNARD Type 40S, *SNAC1*-Type 40S, *SNAC1*-ΔN1, *SNAC1*-ΔNARD) length of the SNAC1 fragments fused with the firefly luciferase reporter were tested for transactivation activity. The deletions are shown in lines. The left panel in the figure shows the structure of each vector, and the right panel shows the fLUC/rLUC activity ratio in the protoplasts. The ratio obtained from the transfection of the blank vectors (Blank) was set arbitrarily as 1. Error bar indicates the standard deviation (SD) of three independent replicates. Different letter(s) beside each column indicates the significant difference calculated via the Least Significant Difference (LSD) method (α = 0.05).

### Overexpression of *SNAC1-FL* Resulted in Improved Drought Resistance and ABA Sensitivity

Since overexpression of *SNAC1-Type40S* in rice variety Nipponbare resulted in significantly increased drought resistance (Hu et al., 2006), and SNAC1-FL showed stronger transactivation activity, we assumed that SNAC1-FL may also confer drought resistance. To confirm this, we overexpressed *SNAC1-FL* in rice ZH11, a genotype showing more drought tolerance than Nipponbare (Guo et al., 2018), and the independent transgenic lines were tested for drought resistance and ABA sensitivity. For drought testing at the seedling stage, germinated seeds of three *SNAC1-FL* overexpression (*SNAC1*-OE) lines (OE-14, OE-19, and OE-25) and ZH11 control were transplanted into blue barrels filled with a mixture of sand/paddy (1:3) soil. The *SNAC1*-OE lines and ZH11 seedlings were subjected to drought stress treatment at the 4-leaf stage. The water content of the soil was maintained at 8–10% for 2–3 days, and then recovered with saturated watering for 7 days. All three *SNAC1*-OE lines showed significantly increased drought resistance compared to ZH11 in terms of survival rate after recovery (Figure 2A). We then tested the growth performance of two OE lines (OE-19 and OE-25) on ABA (3 μmol/L) containing MS medium. The growth of both OE lines was significantly slower than that of ZH11, while in normal medium without ABA no difference was observed between the OE lines and ZH11 (Figure 2B). These results suggested that the full length SNAC1 also confers drought resistance and ABA sensitivity, with similar performance to the *SNAC1-Type40S* overexpression lines (Hu et al., 2006).

**FIGURE 2:**
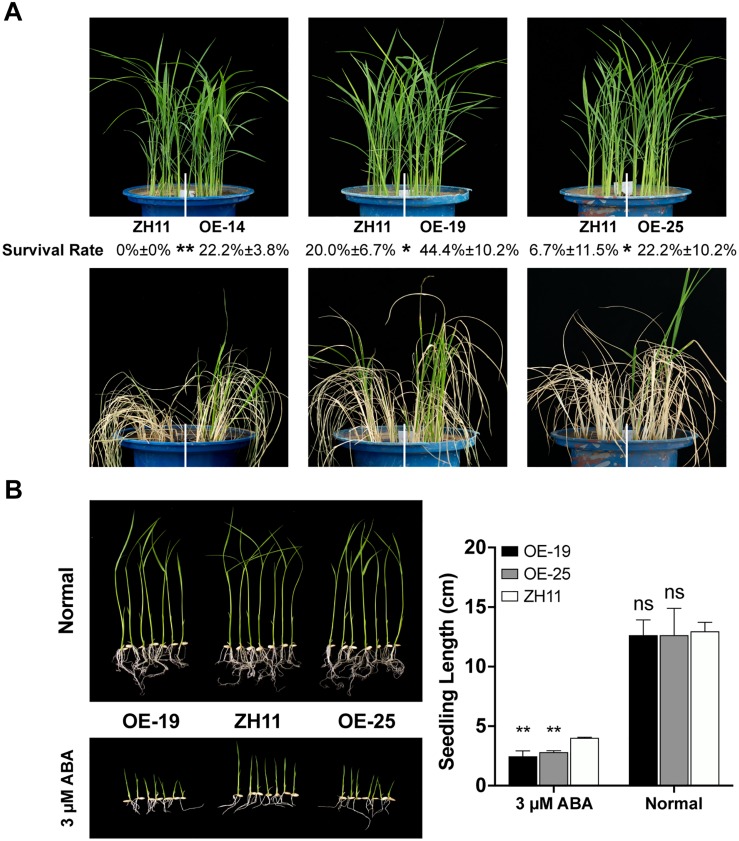
*SNAC1*-OE plant phenotypes under drought stress and ABA treatment. **(A)** Drought resistance testing of *SNAC1*-OE lines. The survival rates of the *SNAC1*-OE and ZH11 plants after recovery are expressed as mean ± SD of three independent replicates. **(B)** Performance of *SNAC1*-OE (OE-19 and OE-25) and ZH11 in half-strength MS medium containing 0 (normal) or 3 μmol/L ABA. The measurement of seedling length after 10 days’ treatment is shown by the histogram. Error bar represents the SD of three independent replicates. Asterisk(s) in the figure represents the significant difference (OE versus ZH11) determined by the paired Student’s *t*-test (^∗∗^*p* < 0.01, ^*^0.01 ≤ *p* < 0.05, ns: *p* ≥ 0.05).

### Transcriptome Analyses of *SNAC1-FL* Overexpression Lines

Since *SNAC1* confers drought resistance as a transcription factor, identification of the genes regulated by SNAC1 under drought stress conditions would help reveal the molecular mechanisms of drought resistance. 

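RNA-Seq libraries were made from leaves of OE-19, a line that overexpresses SNAC1 from a maize ubiquitin promoter, and of its parent variety ZH11. Both genotypes were sampled at the 4-leaf stage under normal watering and under drought, with 3 libraries in each of the 4 groups. The OE-19 libraries are named SNAC1-N under normal conditions and SNAC1-D under drought, and the ZH11 libraries ZH11-N and ZH11-D. The authors mapped the reads to the rice MSU 7.0 genome and deposited one FPKM value (fragments per kilobase of exon model, scaled to the mapped reads of the library) for each feature and library. The table lists 55490 features, of which 54372 are MSU 7.0 annotated, and also newly assembled loci. It gives no fragment counts, so the depth of the libraries is unknown. The FPKM values of a library summed to between 728628 and 952207, which is not a measure of depth. The median sum was 806853 in SNAC1-D, 870963 in SNAC1-N, 847633 in ZH11-D and 825937 in ZH11-N. In the libraries from normal conditions the size of single steps between low FPKM values could be read, and it gave depths of 1 to 1.32 times that of ZH11-N replicate 3.
For the tests, 0.5 was added to each FPKM value before taking log2, and the 19979 features with a mean FPKM of at least 1 over the 12 libraries were kept. One limma model was fitted over the 4 groups without a replicate block, and p-values were adjusted by the Benjamini-Hochberg method. A DEG had a log2FC of at least 1 in size and an adjusted p-value under 0.05. All tests were two-sided.
The overexpressed gene was read first in every library. SNAC1 (LOC_Os03g60080, chromosome 3) had an FPKM of 847 ± 129 (SD, n = 3) in SNAC1-N, 798 ± 164 (SD, n = 3) in SNAC1-D, 430 ± 101 (SD, n = 3) in ZH11-D and 37.2 ± 9.07 (SD, n = 3) in ZH11-N. Under normal conditions its log2FC between OE-19 and ZH11 was 4.51 (standard error 0.253, limma adjusted p = 1.03e-05), and in an exact permutation test p was 0.1, the smallest that 3 libraries against 3 allow. Under drought the difference was 0.90 (limma adjusted p = 0.949, exact permutation p = 0.1), with every SNAC1-D library above every ZH11-D library. With the replicate number as a block the limma adjusted p was 0.0496, and with a block within each watering condition, chosen after seeing the data, it was 0.0483. Over all alternatives it ranged from 0.0483 to 1, and the log2FC from 0.72 to 1.07. In ZH11 the transcript rose by 3.52 on the log2 scale under drought (standard error 0.253, limma adjusted p = 3.92e-06). In OE-19 it changed by -0.09 (limma adjusted p = 0.772, exact permutation p = 0.5), a value that became 0.03 without SNAC1-D replicate 1 or without SNAC1-N replicate 2.

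**Figure D1:**
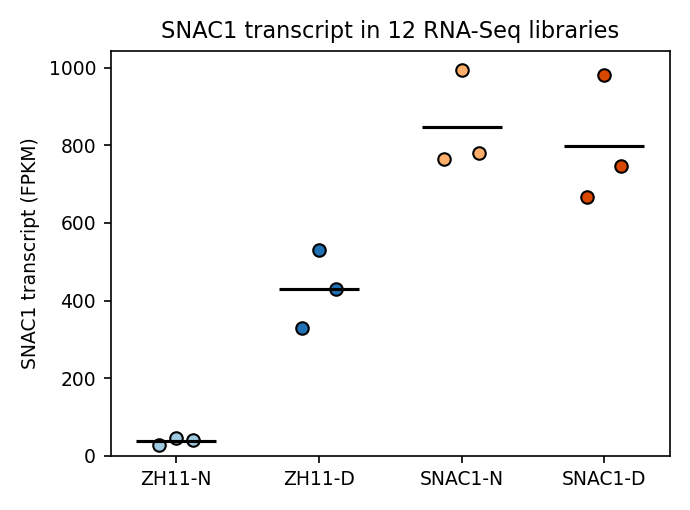
SNAC1 transcript in FPKM (vertical axis, from 0) in the 3 libraries of each of the 4 groups. Points are libraries and the line is the mean of the group, which is 37.2 in ZH11-N and between 430 and 847 in the other groups.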

For this purpose, we compared the genome-wide transcript profiles of *SNAC1*-OE line OE-19 and ZH11 at the seedling stage under normal and moderate drought stress conditions by using RNA-Seq. The FPKM method (Florea et al., 2013) was used to evaluate the relative gene expression level, and a threshold of twofold change (log_2_FC > 1) between samples with FDR between repeats less than 0.05 was used to claim differentially expressed genes (DEGs). Using these criteria, a total of 6698 and 6645 MSU 7.0 annotated DEGs were called in OE-19 and ZH11, respectively, in response to drought stress treatment. 

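In the re-analysis, 6201 features were DEGs between SNAC1-D and SNAC1-N, and 6391 between ZH11-D and ZH11-N. Of these, 6109 and 6298 were MSU 7.0 annotated. A threshold of 1.5 on the log2FC moved these counts most, to 3965 and 4188. When each of the 12 libraries was left out in turn, the count stayed between 5491 and 6755 in OE-19 and between 5638 and 6996 in ZH11. Across the 19979 features tested, which are not independent replicates, the responses of the 2 genotypes had a Pearson r of 0.977.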

In the OE-19 line, 2641 and 4057 genes were up and down-regulated, respectively, while in the ZH11, 2653 and 3992 genes were up and down-regulated, respectively (Figure 3A). 

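Among the DEGs of OE-19, 2633 were higher and 3568 lower under drought, and among those of ZH11, 2759 were higher and 3632 lower. The share that was higher was 42.5% in OE-19 and 43.2% in ZH11. It was 36.7% and 37.5% when each library was scaled by its median ratio to the mean library. The median log2FC of all tested genes was 0.07 in OE-19 and 0.06 in ZH11 with FPKM as deposited. It was 0.12 and 0.09 after quantile normalization and -0.04 and -0.05 after scaling by the median ratio.
Of all DEGs, 493 were called only in OE-19 and 683 only in ZH11, and 1 was called in both in opposite directions. A call in 1 genotype alone does not test the difference. When the difference of the drought responses was tested in the same model, 4 of the genes called in 1 genotype only passed an adjusted p-value of 0.05.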

To identify drought-regulated genes that were also regulated by SNAC1, we selected 980 candidate genes, whose log_2_FC value in each sample varied more than 0.5, from all 5874 overlapping DEGs. These 980 genes were considered as the SNAC1-regulated genes under drought stress conditions (SRGDs, Figure 3B and Supplementary Table S2). 

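The rule applied to the re-analysis started from 5707 DEGs called in both genotypes in the same direction. It selected 574 SRGDs whose log2FC differed by more than 0.5 between OE-19 and ZH11, of which 568 were MSU 7.0 annotated. The rule compares estimates from 3 libraries per group without testing the difference. The median difference among the 574 genes was 0.668 on the log2 scale, and the median standard error of that difference was 0.59, against 0.323 for all tested genes. The test of the difference gave an unadjusted p-value under 0.05 for 48 of the 574, and 0 passed 0.05 after adjustment over all genes. The count adjusted over the list alone was also 0, and since the list was chosen on these samples this is not independent evidence. With a replicate block within each watering condition, chosen after seeing the data, the median standard error of the 574 was 0.388. The unadjusted p-value was then under 0.05 for 154 of them, and 0 passed after adjustment over all genes or over the list alone. For OE-19 against ZH11 under drought, that block gave 106 of the 574 an unadjusted p-value under 0.05. In that comparison 2 passed the DEG thresholds and 6 passed when adjusted over the list alone. With the replicate number as a block these counts were 48, 0 and 0. Of the 574, 397 responded less to drought in OE-19 than in ZH11 and 177 responded more.
The pseudocount, the value added before taking log2, changed the number of SRGDs more than any scaling did, to 921 with 0.1 and 395 with 1. The count rose to 1329 without ZH11-D replicate 1, to 1271 without SNAC1-N replicate 1 and to 1117 without ZH11-N replicate 1. Of the 980 genes of Supplementary Table S2, 823 were tested, 794 of these were among the shared DEGs and 350 among the 574 SRGDs. The direction of the difference in that table was the same as here for 779 genes. Of the paper's differences in Table S2, 622 are weaker responses in OE-19.
From the size of these differences, the paper considers the selected genes to be regulated by SNAC1 under drought.

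**Figure D2:**
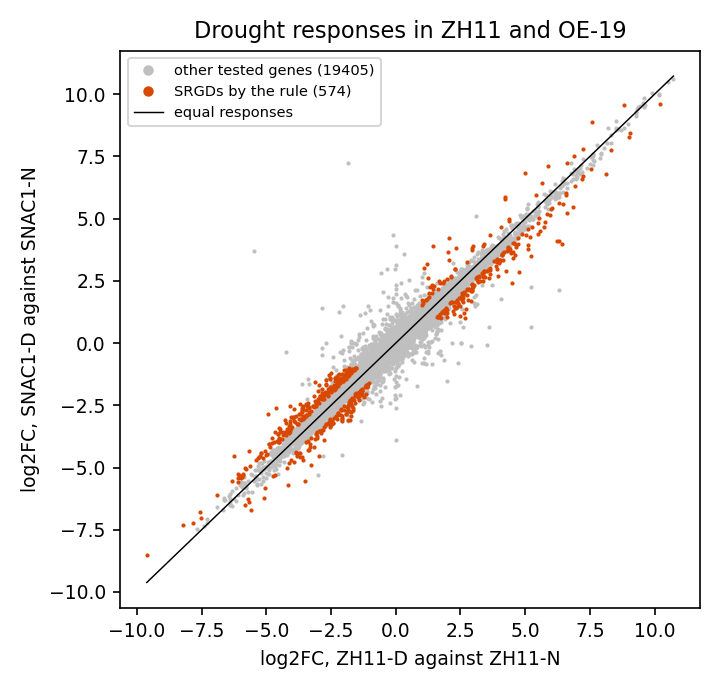
log2FC under drought in ZH11 (horizontal axis) against that in OE-19 (vertical axis) for the 19979 tested features, one point each. The 574 SRGDs lie on both sides of the line of equal responses, 397 of them with the smaller response in OE-19.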

To evaluate the reliability of the RNA-Seq data, 15 DEGs were randomly chosen for qPCR analyses, and the results showed that the relative expression levels of these genes examined by q-PCR and RNA-Seq were highly correlated (Supplementary Figure S1).

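Supplementary Table S1 pairs 14 of the loci with qPCR primers with an MSU 7.0 identifier, and their RNA-Seq values were read. All 14 loci were tested. All 14 were DEGs in OE-19 and 13 were DEGs in ZH11. Their direction was the same in both genotypes, with 6 higher and 8 lower under drought. The log2FC ranged from -3.90 to 6.24 in OE-19 and from -4.19 to 6.33 in ZH11. The qPCR values were not analysed here.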

**FIGURE 3:**
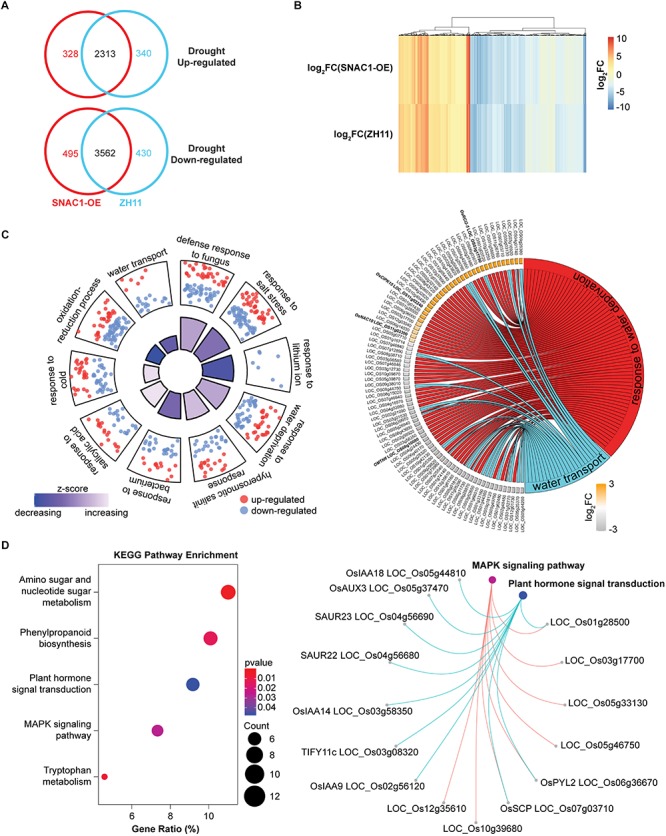
Transcriptome profiling of *SNAC1*-OE (OE-19) plants. **(A)** Numbers of drought-responsive DEGs in the ZH11 and OE-19 plants. **(B)** Heatmap showing the expression pattern of the 980 SRDGs in the OE-19 and ZH11 plants in response to drought. **(C)** Top 10 significantly enriched GO biological processes of the SRDGs. Red and blue dots indicate up-regulated DEGs and down-regulated DEGs enriched in the term respectively, and a *z*-score indicated in the inner quadrangle represents the overall log_2_FC trends of the DEGs within the enriched term. Proportion of the inner quadrangle is in accordance with the –log_10_(*p*-value), demonstrating the significance of the enrichment. Genes involve in the GO term “response to water deprivation” and “water transport” are shown in the circular plot (right). The log_2_FC of each gene in OE-19 plants in response to the drought stress condition is marked by a colored rectangle. Genes mentioned in the article are highlighted in bold. **(D)** KEGG pathway enrichment of the SRDGs. Genes involved in “MAPK signaling pathway” and “Plant hormone signal transduction” are exhibited with a circular network plot (right). All DEGs were determined by the threshold of log_2_FC > 1 and *p*-adjust < 0.05 with three independent replicates.

To further elucidate the putative function of the SRGDs, we performed a gene ontology (GO) enrichment analysis on these 980 genes. As is shown in Figure 3C, several biological processes in relation to stress response were enriched, whereas most enriched terms contained more down-regulated genes than up-regulated genes. Although we characterized SNAC1 as a transcription activator, the result was still acceptable since there were more drought down-regulated genes than up-regulated genes in both group (3562 versus 2313, Figure 3A). 

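Of the 5707 DEGs shared by both genotypes, 2404 were higher and 3303 lower under drought. The 574 SRGDs were 213 higher and 361 lower. Among the higher SRGDs, 161 rose less in OE-19 than in ZH11, and among the lower ones 236 fell less in OE-19. Of all shared DEGs, 61.2% responded less in OE-19. The paper reasons that more down-regulated than up-regulated genes in a term is acceptable for an activator because the drought response itself holds more down-regulated genes.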

We then focused on two GO terms related to water regulation, and among the 85 enriched genes, several reported drought responsive genes were observed. For example, drought resistance contributing genes *OsNAC10* (LOC_OS11g03300) (Jeong et al., 2010), *OsCIPK15* (LOC_OS11g02240) (Xiang et al., 2007), and *OsRCI2-5* (LOC_OS03g17790) (Li et al., 2014) were found in the up-regulated genes and drought resistance negative-regulating NAC transcription factor gene *OMTN6* (LOC_OS08g10080) (Fang et al., 2014) was involved in the down regulated genes. 

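OsNAC10 (LOC_Os11g03300, chromosome 11) had an FPKM of 9.65 ± 6.47 (SD, n = 3) in SNAC1-N and 28.7 ± 4.98 (SD, n = 3) in SNAC1-D, a log2FC of 1.72 (standard error 0.641, limma adjusted p = 0.0438). In ZH11 its log2FC was 2.77 (standard error 0.641, limma adjusted p = 0.00436). The call in OE-19 depended on the libraries and the scaling. Without SNAC1-N replicate 1 the log2FC was 1.25 (limma adjusted p = 0.135), and over all alternatives the adjusted p ranged from 0.00785 to 0.135. OsCIPK15 (LOC_Os11g02240, chromosome 11) rose from an FPKM of 3.44 ± 1.65 to 25.2 ± 2.98 (SD, n = 3 each) in OE-19, a log2FC of 2.81, and had a log2FC of 3.34 in ZH11 (limma adjusted p = 0.000192 and 6.17e-05). OsRCI2-5 (LOC_Os03g17790, chromosome 3) had the highest log2FC of the 4 genes, 6.22 in OE-19 and 6.61 in ZH11 (standard error 0.522, limma adjusted p = 1.07e-05 and 6.62e-06). OMTN6 (LOC_Os08g10080, chromosome 8) fell by 2.88 in OE-19 and by 2.12 in ZH11 on the log2 scale (standard error 0.342, limma adjusted p = 8.82e-05 and 0.000528).
The difference between the drought responses of OE-19 and ZH11 was -1.06 for OsNAC10 (standard error 0.906), -0.54 for OsCIPK15 (0.537), -0.40 for OsRCI2-5 (0.738) and -0.77 for OMTN6 (0.484), with a limma adjusted p of 1 for each. The rise was therefore smaller in OE-19 for the first 3 genes and the fall of OMTN6 larger, each by less than 2 standard errors. For OsRCI2-5 the difference was 0.02 without ZH11-N replicate 1.

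**Figure D3:**
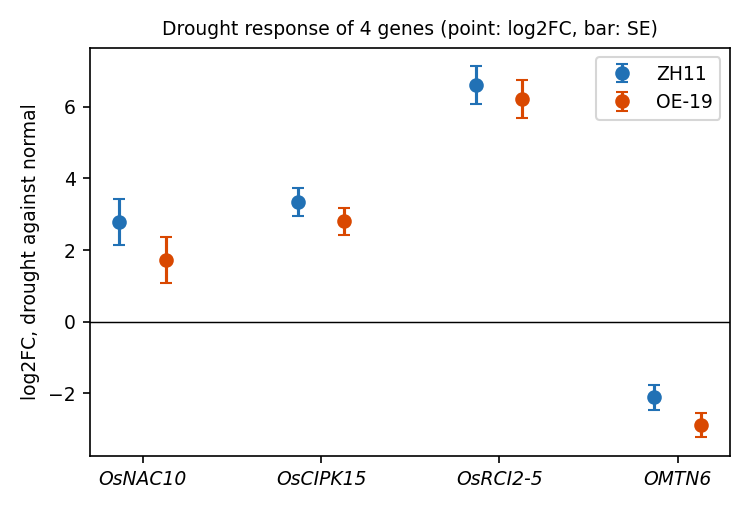
log2FC of drought against normal conditions (vertical axis) for 4 genes in ZH11 and OE-19. Points are limma estimates from 3 libraries per group and bars are standard errors, which overlap or nearly overlap between the genotypes.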

The transcriptional altering of such crucial drought responsive genes in the *SNAC1*-OE line indicated the status of SNAC1 in drought response regulation.

To find a possible biological link between the DEGs and the increased drought resistance and ABA sensitivity in the *SNAC1*-OE rice, KEGG (Kyoto Encyclopedia of Genes and Genomes) annotation and enrichment were conducted for the SRGDs. The results indicated that the SRGDs were enriched in several metabolism pathways, which may contribute to the maintenance of cell function under drought stress conditions (Figure 3D). Notably, many auxin responsive genes were enriched in “Plant hormone signaling transduction”, and some of these *OsIAA* genes were also reported as ABA responsive genes and participated in drought response and the crosstalk between ABA and IAA signaling (Song et al., 2009; Zhao et al., 2015; Wang M. et al., 2018). These results suggested that SNAC1 may play a role in the regulation of ABA-IAA signal interaction, and partially explained the ABA hyper-sensitivity of *SNAC1*-OE seedlings.

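The auxin-related genes that the paper names changed in the same direction in both genotypes. OsIAA18 (LOC_Os05g44810) rose by 1.20 in OE-19 and 1.66 in ZH11 on the log2 scale (limma adjusted p = 0.0112 and 0.00179), and OsIAA9 (LOC_Os02g56120) by 2.33 and 2.05 (7.32e-05 and 0.000143). OsIAA14 (LOC_Os03g58350) fell by 2.97 in OE-19 and by 4.03 in ZH11 (9.79e-05 and 1.48e-05). OsAUX3 (LOC_Os05g37470) fell by 1.98 in OE-19 and fell by 2.32 in ZH11. SAUR23 (LOC_Os04g56690) had a log2FC of -2.41 in OE-19 and -2.36 in ZH11, and SAUR22 (LOC_Os04g56680) of -3.69 and -3.63. The limma adjusted p of these falls ranged from 7.83e-05 to 0.000749. OsIAA18 passed the threshold in OE-19 narrowly: its log2FC was 0.97 with a pseudocount of 1 and 0.92 without SNAC1-N replicate 1. The largest difference between the genotypes was that of OsIAA14, 1.06 with a standard error of 0.507, and the limma adjusted p of the difference was 1 for all 6 genes.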

### Genome-Wide Identification of SNAC1-Binding Sequences

Since SNAC1 is a typical transcription factor with a DNA binding domain, we tried to identify all the genes with their promoters potentially bound by SNAC1. For this purpose, a SNAC1-specific antibody was generated to conduct ChIP-Seq using leaf samples from OE-19 and ZH11 plants at the seedling stage. 

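ChIP-Seq reads DNA fragments that an antibody against SNAC1 pulled down from sheared chromatin. Immunoprecipitated DNA was sequenced from SNAC1-N, ZH11-D and ZH11-N, with 3 libraries each, and 9 input samples served as controls. The authors mapped the reads with bowtie2 to MSU 7.0 and called peaks with MACS2. They deposited 3 tables, each comparing a pair of conditions over one consensus set of intervals. The tables hold 21263 intervals for ZH11-D against SNAC1-N, 16886 for ZH11-N against SNAC1-N and 21162 for ZH11-N against ZH11-D, with median widths of 824, 843 and 835 bp. The deposited signal is a whole count per interval, at least 1, divided by one factor per library, and the counts could be recovered. The paper's text does not say whether input reads were subtracted from them. A floor of 1 is what such a subtraction would leave, and the counts are therefore not taken as raw reads or as depth. In the first table the counts summed over intervals were 2388229, 5422546 and 2653939 in the ZH11-D libraries and 5379331, 1179245 and 3586916 in those of SNAC1-N. In the second they were 2028355, 1775254 and 3015609 in the ZH11-N libraries. The median count of an interval was 31 to 156, depending on the library.
A small number of intervals, 40 to 53 per table, each took over 0.1% of the summed counts of at least 1 library. Together the 48 such intervals of the first table held 40%, 12.9% and 27.7% of the counts in SNAC1-N replicates 1 to 3, and 2.08%, 4.89% and 2.43% in those of ZH11-D. In ZH11-D replicate 1, 30 of the 48 were at the floor of 1, while the median of its intervals was 65. In the second table, 53 intervals held 3.34%, 23.4% and 6.91% of the counts in ZH11-N. A region of chromosome 12 from 20497856 to 20674454 alone held 20.9% of the counts in SNAC1-N replicate 1.
For a comparison of the conditions, limma was run on the log2 signal of the 6 libraries of each table, with Benjamini-Hochberg adjustment over the intervals.

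**Figure D4:**
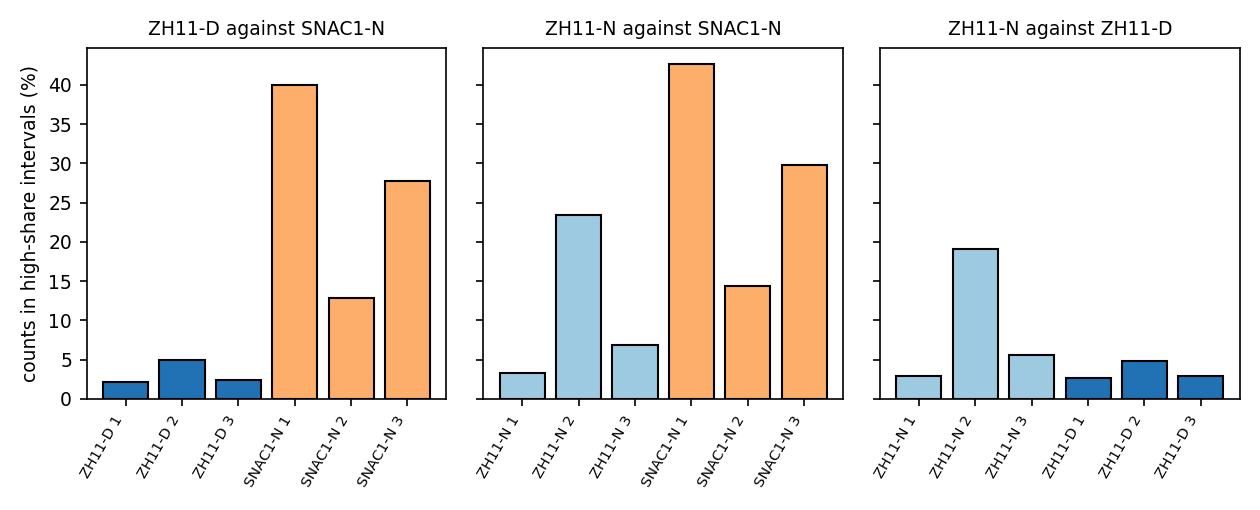
Percent of each library's summed counts (vertical axis) in intervals with over 0.1% of the counts of a library, for the 3 deposited tables. Bars are single libraries, and replicates of one condition differ, from 12.9% to 40% in SNAC1-N in the first table.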

The summited peaks resulting from ChIP-Seq were annotated by correlated genes and proximal genomic features. We found that more than 75% of the peaks are located in the promoters (−2000 to 0 bp region in relation to the TSS, Figure 4A), which agrees with the role of SNAC1 as a DNA-binding transcription factor. This result also reflected the high quality of the ChIP-Seq data for further identification of SNAC1-targeted genes.

**FIGURE 4:**
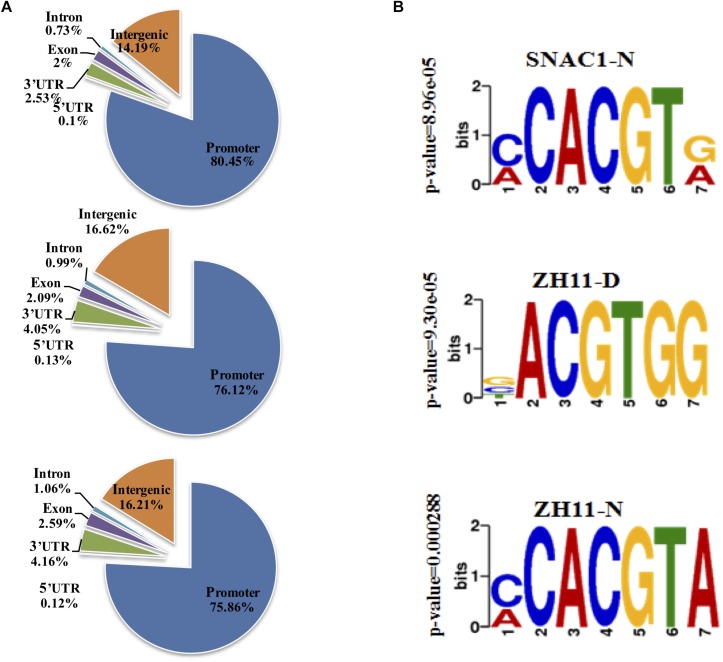
Genome-wide distribution of SNAC1 binding sites in the rice genome identified by ChIP-Seq. **(A)** Distribution of SNAC1 binding sites within rice genic regions in SNAC1-N, ZH11-D, and ZH11-N. **(B)** Motif enrichment analysis of SNAC1-bound sites. All binding profiles were determined with three independent replicates.

In Arabidopsis, the NAC recognition sequence (NACRS) with CACG as a core motif has been identified in the promoters of several NAC-targeted genes (Fujita et al., 2004), and such NACRS could be bound by SNAC1 (Hu et al., 2006). We analyzed all the promoter-located peak sequences from the ChIP-Seq using MEME-ChIP to identify the enriched motif, and detected the three most enriched motifs, CACGT, CACGTA, and ACGTGG in SNAC1-N (OE-19 under normal growth conditions), ZH11-N (ZH11 under normal growth conditions), and ZH11-D (ZH11 under drought stress conditions), respectively (Figure 4B). Obviously, both the CACGT and CACGTA motifs contain CACG, suggesting that the NACRS may be conserved in plants. Although the most enriched motif in ZH11-D does not contain a complete CACG, the sequence is highly similar to the motifs under normal growth conditions. Interestingly, all three enriched motifs contain ACGT, which is the core motif of ABA responsive element (ABRE). It is possible that SNAC1 prefers to bind to the CACG-containing sequences under normal growth conditions, but under drought stress conditions, it prefers to bind the ACGTGG motif, which is more closely related to ABA response and thus regulate ABA-responsive genes.

### Identification of SNAC1-Targeted Genes Under Drought Stress Conditions

According to the genomic locations of the ChIP-Seq peaks, a total of 5064, 7857, and 4754 genes with peak(s) in the promoter region were identified in SNAC1-N, ZH11-D, and ZH11-N, respectively, and 2609 genes were present in all three samples. 

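The deposited intervals carry no gene names, so the assignment of peaks to promoters was not analysed here. The signal shows instead how many intervals were above the floor in each condition, that is, had a count over 1 in all 3 libraries. Of the 21263 intervals of ZH11-D and SNAC1-N, 18869 were above it in ZH11-D and 18549 in SNAC1-N. Of the 16886 intervals of ZH11-N and SNAC1-N, 14223 were above it in ZH11-N and 15441 in SNAC1-N. Of the 21162 intervals of ZH11-N and ZH11-D, 16765 were above it in ZH11-N and 18758 in ZH11-D. These numbers are not numbers of bound intervals, because they also depend on the sequencing of each library and on any subtraction of input reads. Between replicates of one condition, the Spearman rho of the signal across the intervals was 0.771 to 0.794 in ZH11-D and 0.704 to 0.778 in SNAC1-N in the first table, and 0.618 to 0.724 in ZH11-N in the second.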

To evaluate the reliability of the ChIP-Seq data, we randomly chose six SNAC1-bound genes and two non-SNAC1-bound genes for ChIP-qPCR analysis, and the result was consistent with the ChIP-Seq data (Supplementary Figure S2). In this study, we were more interested in the SNAC1-bound genes under drought stress conditions. Therefore, we chose the overlapping genes between SNAC1-N and ZH11-D, plus the overlapping genes between ZH11-D and ZH11-N, which resulted in 4339 genes, and these genes were defined as SNAC1-bound genes involved in drought stress (SNAC1BGD) (Figure 5A).

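Of the intervals compared between ZH11-D and SNAC1-N, 16863 (79.3%) had a count above the floor of 1 in all libraries of both conditions. The share was 72.7% for ZH11-N and ZH11-D, with 15377 intervals, and 79.4% for ZH11-N and SNAC1-N, with 13409. Of the 21263 intervals of ZH11-D and SNAC1-N, 18527 (87.1%) overlapped an interval of ZH11-N and ZH11-D by at least 1 bp, and 14270 (67.1%) an interval of ZH11-N and SNAC1-N. With an overlap of at least 0.5 of the shorter interval these numbers were 18453 and 14161.
The signal differed between ZH11-D and SNAC1-N at 651 intervals (limma adjusted p-value under 0.05), 614 higher in ZH11-D and 37 higher in SNAC1-N. Scaling each library by its median ratio gave 482 intervals, 360 and 122, of which 391 were among the 651. Without ZH11-D replicate 3 the count was 21, and without SNAC1-N replicate 1 it was 977. The median log2FC over all intervals was 0.19 with the deposited signal and -0.04 with median ratio scaling. The interval on chromosome 12 from 14493713 to 14496939 had a signal of 367 ± 8.28 (SD, n = 3) in ZH11-D and 38.6 ± 12.4 (SD, n = 3) in SNAC1-N (log2FC 3.31, limma adjusted p = 0.00319). It was among the intervals with the smallest p-values. Between ZH11-N and ZH11-D 41 intervals differed, all higher in ZH11-D, and with median ratio scaling 107, of which 65 were higher in ZH11-D and 42 in ZH11-N. The median log2FC over all intervals moved from -0.53 to -0.09. Between ZH11-N and SNAC1-N 0 intervals differed, and 573 had an unadjusted p-value under 0.05. In the authors' deposited table of ZH11-D against SNAC1-N, 2183 intervals have an FDR under 0.05, and 634 of the 651 are among them. The authors' tables have 1637 such intervals for ZH11-N against ZH11-D, the 41 among them, and 18 for ZH11-N against SNAC1-N. All 18 have the higher signal in SNAC1-N.
From the genes with peaks shared between ZH11-D and a condition without drought, the paper defines the SNAC1-bound genes involved in drought stress.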

**FIGURE 5:**
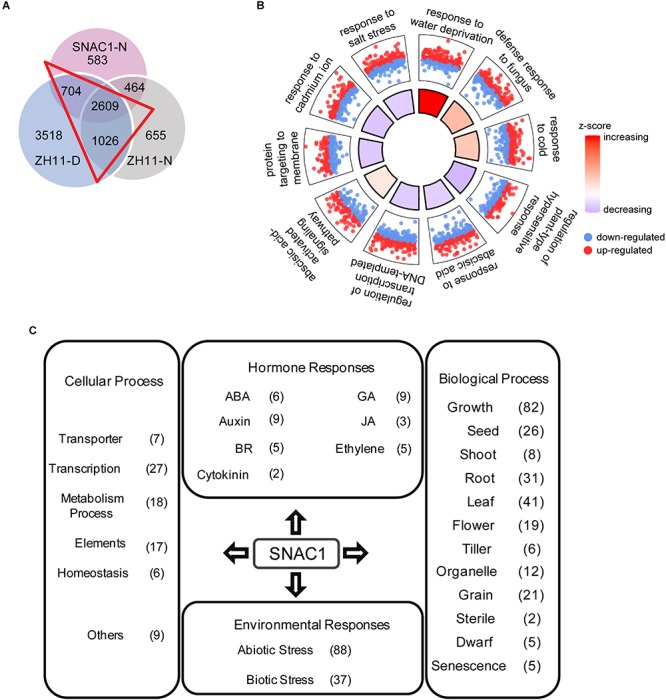
ChIP-Seq analysis of putative SNAC1-binding sites (genes). **(A)** Overlapping numbers of SNAC1-binding genes among the three samples: SNAC1-N, ZH11-D, and ZH11-N. The numbers in red triangle collectively represent the putative SNAC1-binding genes involved in drought response (SNAC1BGDs). **(B)** GO enrichment analysis on SNAC1BGDs. Top 10 significantly enriched GO terms in the biological processes category are shown. **(C)** SNAC1BGDs with known functions in various cellular processes and responses.

Gene ontology analysis of the SNAC1BGD genes revealed significant enrichment in transcriptional regulation, response to diverse stresses including water deficit, salinity, cold, and ABA (Figure 5B). Among these genes, 504 were reported and could be classified into different categories according to their putative functions, and the genes involved in stress responses and developmental regulation were obviously more numerous than the other categories (Figure 5C and Supplementary Table S3). Notably, several reported genes functioning in stress tolerance, such as *OsbZIP72* (Lu et al., 2009), *COLD1* (Ma et al., 2015), *OsbZIP23* (Zong et al., 2016), and *DHS* (Wang Z. et al., 2018), were in the SNAC1BGD.

Next, we combined the 980 SRDGs from the RNA-Seq analysis with the 4339 SNAC1BGD genes, and found that only 93 genes were overlapping between these two datasets. These 93 genes represent the genes that are not only directly bound by SNAC1 in their promoters, but are also regulated by SNAC1 under drought stress conditions, and therefore defined as SNAC1 target genes involved in drought response (SNAC1TGDs) (Figure 6A and Supplementary Table S4). Among these 93 genes, 55 were up-regulated and 38 were down-regulated by the drought stress treatment according to the ZH11 RNA-Seq results (Figure 6B). 

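Of the 93 genes of Supplementary Table S4, 88 had a mean FPKM of at least 1 and were tested. In ZH11, 53 of them were higher and 35 lower under drought, with a median log2FC of 3.03 and -2.75. Of the 88, 87 passed the DEG thresholds, 52 higher and 35 lower. In OE-19 53 were also higher under drought. With a minimum mean FPKM of 5, the number lower in ZH11 was 20, since fewer genes were tested. The 93 genes were chosen on these samples, so their change under drought is not independent evidence. By the rule applied to the re-analysis, 38 of them were SRGDs. The rise under drought was smaller in OE-19 than in ZH11 for 41 of the 53 genes, and the fall was smaller for 20 of the 35. The difference of the drought responses had an unadjusted p-value under 0.05 for 2 genes, and 0 genes passed 0.05 after adjustment over all genes or adjusted over the list alone. Under drought, 0 of the 88 differed between OE-19 and ZH11 by the DEG thresholds, and 1 had an unadjusted p-value under 0.05. With the block within each watering condition, 13 genes had an unadjusted p-value under 0.05 for the difference of the responses and 0 passed either adjustment. For the genotypes under drought 13 did, 0 passed the DEG thresholds and 1 passed when adjusted over the list alone.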

GO analysis of the SNAC1TGDs revealed significant enrichment in several abiotic stress related biological processes such as “response to water deprivation”, “response to oxygen-containing compound”, and “response to salt/cold stress” (Figure 6C and Supplementary Table S5). Moreover, 11 out of the top 12 enriched GO terms involved a greater number of up-regulated genes than down-regulated genes, and showed strong trends of up-regulation (with *z*-scores > 1), suggesting the transcriptional activation character of SNAC1. 

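Supplementary Table S5 lists 42 distinct genes in the 12 terms, and 40 of them were tested. In OE-19, 27 were higher and 13 lower under drought. More genes were higher than lower in 11 of the 12 terms, and in all fits that left out 1 library. In "response to water deprivation" and in "response to cold" 8 genes were higher and 2 lower. In "response to salt stress" 7 were higher and 3 lower. The exception was "response to hormone", with 2 higher and 4 lower. These directions compare drought with normal conditions within OE-19. Against ZH11, 27 of the 40 genes responded less to drought in OE-19, and in 10 of the 12 terms this held for over 0.5 of the genes. From the excess of up-regulated genes under drought, the paper proposes that SNAC1 acts as a transcriptional activator. Its other evidence is a luciferase assay in rice protoplasts, in which full-length SNAC1 had transactivation activity. That assay was not analysed here.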

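The drought response of OsSRO1c (LOC_Os03g12820, chromosome 3) was read in both genotypes. Its FPKM was 3.70 ± 2.01 (SD, n = 3) in ZH11-N and 152 ± 86.6 (SD, n = 3) in ZH11-D, a log2FC of 5.12 (standard error 0.497, limma adjusted p = 2.37e-05). In OE-19 it was 4.06 ± 1.68 (SD, n = 3) in SNAC1-N and 105 ± 28.3 (SD, n = 3) in SNAC1-D, a log2FC of 4.57 (standard error 0.497, limma adjusted p = 5.12e-05). The difference of these responses was -0.55 with a standard error of 0.703 (limma adjusted p = 1). The log2FC stayed between 4.70 and 5.57 in ZH11 and between 4.22 and 4.79 in OE-19 in the fits that left out 1 library.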

Of special note, although most of the GO enriched genes have not been experimentally characterized, a previously identified SNAC1 targeted gene *OsSRO1c* (LOC_Os03g12820) was involved in the “cellular response to oxygen-containing compound” GO term of SNAC1TGD, and up-regulated by drought stress conditions (Figure 6D). It has been reported that elevated expression of *OsSRO1c* conferred enhanced drought resistance by conducting the accumulation of cellular H_2_O_2_ (You et al., 2014a). These results emphasized the importance of SNAC1 in H_2_O_2_ mediated drought response regulation.

**FIGURE 6:**
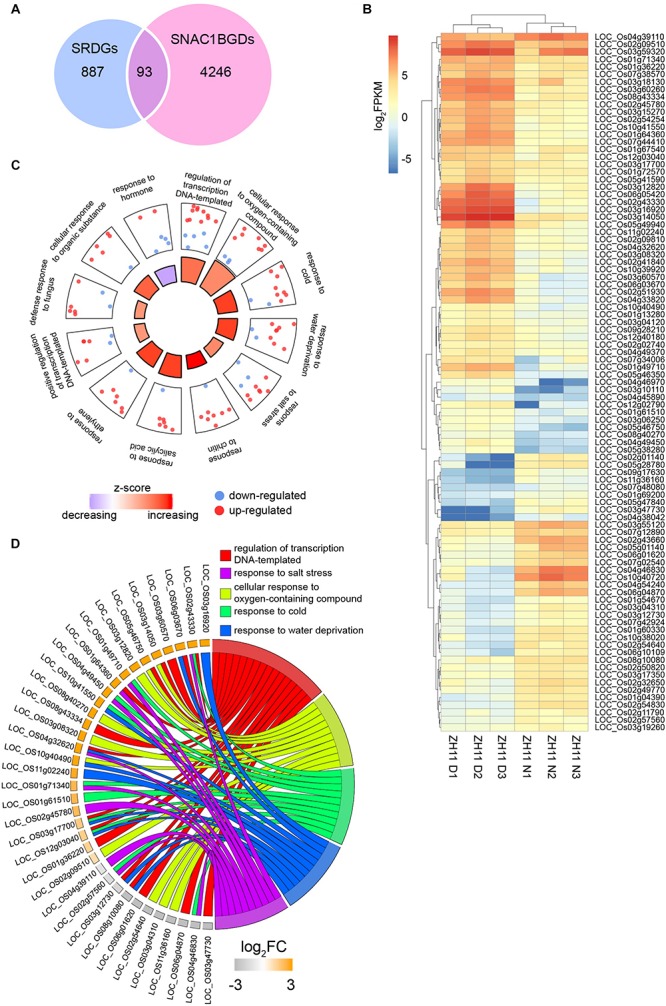
Characterization of the 93 SNAC1TGDs. **(A)** Overlapped number of genes between the 4339 SNAC1BGDs from ChIP-Seq analysis and the 980 SRDGs from RNA-Seq analysis. **(B)** Expression patterns of the SNAC1TGDs in ZH11 in response to drought stress. **(C)** First 12 GO enrichments in the biological process category of the SNAC1TGDs. **(D)** Circular plot exhibiting genes involved in stress response related GO terms enriched in **(C)**.

### SNAC1 Positively Regulates ABA Pathway Genes

The *SNAC1*-OE transgenic rice plants were hypersensitive to ABA (Figure 2B), and among the SNAC1BGD, there were several genes related to ABA signaling such as *OsPP2C49* (Zong et al., 2016), *OsNCED3* (Bang et al., 2013), *OsbZIP23* (Xiang et al., 2008; Zong et al., 2016), and *OsHOX24* (Bhattacharjee et al., 2016). Yeast-one-hybrid assay showed that SNAC1 was able to bind to the *OsbZIP23* promoter (Figure 7A). We further examined whether SNAC1 was involved in the regulation of ABA signaling related genes. qPCR assay on the 100 μmol/L ABA treated 4-leaf stage seedlings of the two *SNAC1*-OE lines (OE-19 and OE-25) and ZH11 revealed that the relative expression levels of *OsPP2C49*, *OsHOX24*, and *OsbZIP23* were significantly greater in both OE lines than that in the ZH11 control (Figure 7B). The result suggested that SNAC1 may positively regulate the expression of these genes in response to ABA.

**FIGURE 7:**
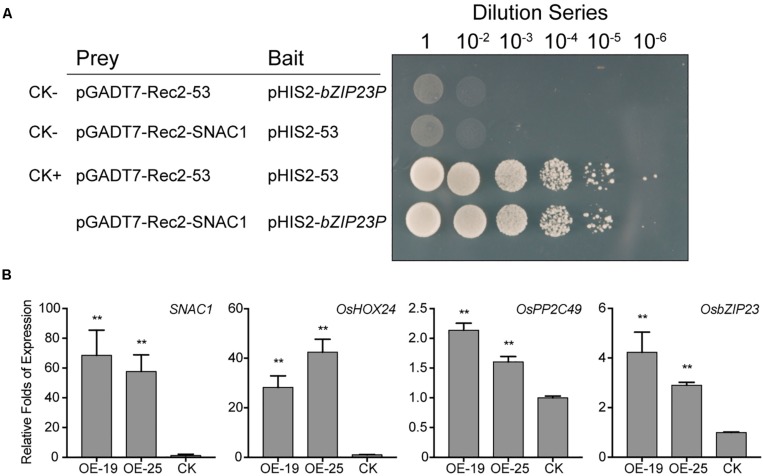
SNAC1 function may partially depend on the ABA signaling pathway. **(A)** Yeast-one-hybrid assays indicate the direct interaction between SNAC1 and the *OsbZIP23* promoter. CK–, negative control; CK+, positive control. **(B)** The expression level of *SNAC1*, *OsPP2C49, OsbZIP23*, and *OsHOX24* in the *SNAC1*-OE lines OE-19 and OE-25 and ZH11 treated with 100 μmol/L ABA for 1 h at the seedling stage. Error bar indicates the SD of three independent replicates. Asterisks indicate the significant difference (OE versus ZH11) in the ddCt values used to calculate the relative expression levels (^∗∗^*p* < 0.01, by Student’s *t*-test).

## Discussion

The NAC family are plant specific transcription factors playing important roles in the regulation of plant development and stress responses. However, limited studies have been reported for genome-wide identification of genes regulated by specific NAC proteins. SNAC1 has been reported as a key drought resistance regulator in rice (Hu et al., 2006), but the mechanism remains largely unclear. By combining the ChIP-Seq and RNA-Seq techniques, we obtained profiles for both the SNAC1-bound genes and the genes regulated by SNAC1. These data provide information to further elucidate the molecular mechanisms of SNAC1 in regulating drought resistance.

### SNAC1 Regulates Numerous Genes Related to Stress Responses and Development

Although *SNAC1* is strongly induced by drought stress, it has a relative high expression level under normal growth conditions (Hu et al., 2006). Since *SNAC1*-OE lines showed increased drought resistance, we were more interested in the genes that are regulated by SNAC1 under drought stress conditions. Among these genes, more than 30% have been annotated with putative functions involved in response to diverse stresses or phytohormones. Notably, there are several enriched GO categories related to stress tolerance. For example, *OsJAZ7* and *OsJAZ12*, which belong to the OsTIFY family, are enriched in the SNAC1BGD and are annotated in “responses to abiotic stimulus” (GO:0009628). Both *OsJAZ7* and *OsJAZ12* contain the Jas motif and were actually induced by JA, suggesting their functions in promoting plant defense against abiotic stresses (Ye et al., 2009; Verma et al., 2016). *OsDREB1B* and *OsPYL*, well-known genes related to abiotic stress and ABA response, were detected in “response to stress” (GO:0006950). *OsDREB1B* was induced not only by low temperature, but also by drought and mechanical stress, and overexpression of *OsDREB1B* in tobacco showed improved water retention and stress tolerance (Dubouzet et al., 2003; Gutha and Reddy, 2008; Figueiredo et al., 2012). *OsPYL*, a rice homolog of *PYL* that encodes an ABA receptor in Arabidopsis, has been considered as an important gene for regulating ABA-dependent gene expression in rice (Kim et al., 2012, 2014). The improved drought resistance of the *SNAC1*-OE rice might be the result of the integrated effect of these genes.

Despite the genome-wide identification of SNAC1-regulated genes, we aimed to discover the genes that are directly regulated by SNAC1 under drought stress conditions. The results suggest that, among the 4339 SNAC1BGD genes, there are also numerous genes related to stress responses and phytohormone signaling. Although some of the SNAC1BGD genes were actually regulated by SNAC1 at the transcript level, some SNAC1BGD genes showed no significant changes in transcript level under drought stress conditions. 

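Of the 504 SNAC1BGD genes that Supplementary Table S3 lists, 476 were tested in the RNA-Seq data and 28 had a mean FPKM below 1. Among the tested genes, 187 (39.3%) were DEGs under drought in ZH11, 117 higher and 70 lower. Among the other tested genes 31.8% were DEGs. The count was 170 to 208 in the fits that left out 1 library. In neither genotype were 279 of the genes DEGs, and 169 were DEGs in both in the same direction. By the rule of the paper, 13 were SRGDs. Under drought, 1 gene differed between OE-19 and ZH11 by the DEG thresholds, 5 had an unadjusted p-value under 0.05, and 0 passed when adjusted over the list alone. With the block within each watering condition these counts were 0, 28 and 3. Table S3 holds the reported genes and not all SNAC1BGDs, so the other tested genes also include SNAC1BGDs. The 39.3% and 31.8% therefore do not compare bound with unbound genes. The study chose the genes of Table S3 by binding and because they had been reported, and not by these transcript levels.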

We assume that other transcription factors may be required to jointly regulate the expression of these genes. 

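The transcript levels of ONAC095, ARAG1, OsbZIP23, OsSKIPa, OsMYB55 and OsMYC2 were compared between OE-19 and ZH11 under drought. The paper's qPCR of OsbZIP23 was done after ABA treatment, which these samples did not receive. Identifiers are those of Supplementary Table S3. For the promoter of OsbZIP23 the paper's methods give another locus, LOC_Os07g15770, which had a mean FPKM of 0.809 over the 12 libraries and was not tested. ONAC095 (LOC_Os06g51070) had an FPKM of 3.69 ± 0.299 in SNAC1-D and 2.68 ± 0.712 in ZH11-D, a log2FC of 0.42 (standard error 0.702). ARAG1 (LOC_Os02g43970) had a log2FC of 0.17 (standard error 0.487), which became -0.24 without SNAC1-D replicate 1. OsbZIP23 (LOC_Os02g52780) had an FPKM of 101 ± 6.88 in SNAC1-D and 115 ± 12.5 in ZH11-D, a log2FC of -0.19 (standard error 0.23). OsSKIPa (LOC_Os02g52250) had a log2FC of -0.12 (standard error 0.153), which became 0.02 without SNAC1-D replicate 1. The log2FC was 0.18 for OsMYB55 (LOC_Os05g48010, standard error 0.295) and 0.18 for OsMYC2 (LOC_Os10g42430, standard error 0.161). The limma adjusted p was 1 for each of these differences in the fit without a block, and errors of FPKM are SDs of 3 libraries. Over all alternatives, both replicate blocks included, it was never below 0.933. Between libraries of the same number, ONAC095, OsMYB55 and OsMYC2 were always higher in OE-19. OsbZIP23 and OsSKIPa were always lower, and ARAG1 went both ways.
Drought itself raised OsbZIP23 by 2.93 and OsSKIPa by 1.20 on the log2 scale in ZH11 (limma adjusted p = 6.5e-06 and 0.000123). The change in ZH11 was -1.67 for ONAC095 (0.0677), -0.93 for ARAG1 (0.13), -0.85 for OsMYB55 (0.0324) and 0.04 for OsMYC2 (0.838). With the replicate number as a block the adjusted p of ONAC095 was 0.0257, and over all alternatives it was 0.0257 to 0.218. ONAC095 was also a DEG without SNAC1-N replicate 1 or without ZH11-N replicate 2. ARAG1 was a DEG in ZH11 without ZH11-D replicate 1 (log2FC -1.44, limma adjusted p = 0.0196, and 0.0196 to 0.396 over all alternatives). OsMYB55 was one without ZH11-N replicate 1 (log2FC -1.18, limma adjusted p = 0.00275, and 0.00275 to 0.115 over all alternatives).

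**Figure D5:**
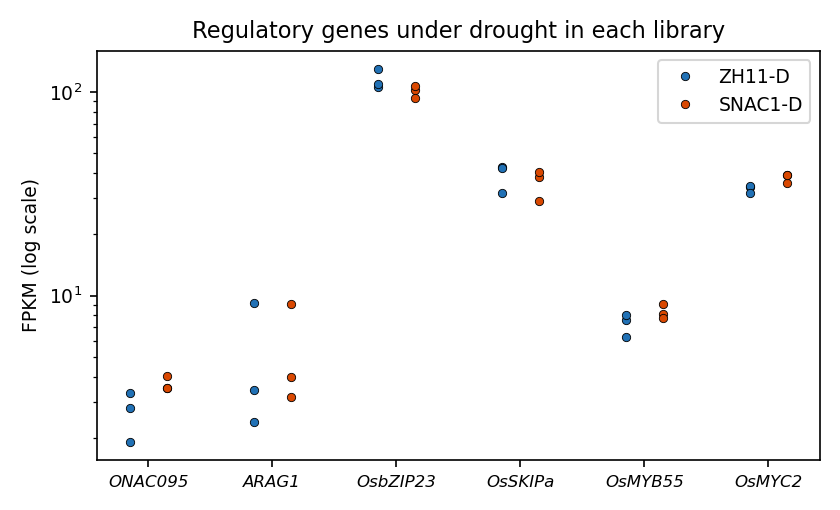
FPKM on a log axis of 6 regulatory genes in the 3 ZH11-D and the 3 SNAC1-D libraries, one point per library. The libraries of the genotypes overlap or lie close together for each gene.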

We noticed that some drought resistance-related regulatory genes were up-regulated by SNAC1, such as *ONAC095* (Huang et al., 2016), *ARAG1* (Zhao et al., 2010), *OsbZIP23* (Zong et al., 2016), *OsSKIPa* (Hou et al., 2009), *OsMYB55* (El-Kereamy et al., 2012), and *OsMYC2* (Cai et al., 2014). This may partially explain that there are numerous genes that are not directly bound by SNAC1 but can also be regulated though SNAC1-targeted transcription factors.

In addition to the stress-related genes, some of the SNAC1BGD genes have been reported or annotated with putative functions in development. For example, OsMADS6 directly targets *FACTOR OF DNA METHYLATION LIKE 1 (OsFDML1)* and controls flower development (Tao et al., 2018). *OsDOS* is down-regulated during natural leaf senescence, panicle development, and pollination, and it delays leaf senescence by partly integrating developmental cues to the JA pathway (Kong et al., 2006). *HOX12* is predominantly expressed in panicles and plays an important role in panicle exertion from the flag leaf sheath in rice (Gao et al., 2016). Therefore, SNAC1 may also function in developmental processes through the regulation of these genes. We generated a *SNAC1*-knockout mutant, and the mutant showed abnormal morphology and defects in spikelet fertility, further confirming that SNAC1 is involved in development regulation.

### SNAC1 Participates in Regulation of ABA-Dependent Pathways

ChIP-Seq results suggest that SNAC1 could bind not only to the NACRS, which was first identified in Arabidopsis (Tran et al., 2004) and confirmed as a NAC-binding site in other species such as *Brassica napus* (Yan et al., 2018) and rice (Sun et al., 2012), but also to the ABRE-like elements especially under drought stress conditions (Figure 4B). The relevance of the NAC transcription factor to ABRE has also been reported in other species. For example, a wheat NAC transcription factor TaNAC47 was reported with ABRE-binding activity in yeast (Zhang et al., 2015). In the *RD29A* promoter, a marker gene for drought-response in Arabidopsis, an ABRE is located between two NACRS and the two types of *cis*-elements can be bound by ABF2/4 and ANAC096, respectively, to jointly regulate ABA-responsive genes involved in dehydration and osmotic stress tolerance (Xu et al., 2013).

The binding of ABRE-like elements by SNAC1 suggested that SNAC1 may regulate drought resistance partially through ABA-dependent pathways. In fact, several important ABA signaling genes such as *OsbZIP23* and *OsPP2C49* were up-regulated in the *SNAC1*-OE rice (Figure 7), and numerous ABA-responsive genes were differentially expressed in the overexpression rice under drought conditions (Supplementary Table S4). Interestingly, our previous study suggested that OsbZIP23, a key transcription factor mediating ABA signaling, could bind to the *SNAC1* promoter and activate its expression (Zong et al., 2016). These results imply that OsbZIP23 and SNAC1 can directly regulate each other to amplify the ABA signaling. Since SNAC1 can regulate ABA signaling, it is not surprising to see the phenotype that the *SNAC1*-OE rice showed increased ABA sensitivity (Figure 2B). Considering the important roles of OsbZIP23 and SNAC1 in drought resistance, and the direct regulation by each other, it is promising to engineer these genes simultaneously using suitable promoters to improve drought resistance in crops.

## Author Contributions

LX conceived the study and designed the experiments. XL designed the experiments, generated the transgenic materials, and performed most of the experiments. YC performed some experiments. SM and JS provided assistance on the ChIP experiments. HH provided advice on the study. XL, HH, and LX wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

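Transcripts were measured by RNA-Seq in leaves of OE-19 and ZH11 under normal conditions and drought, with 3 libraries per group and 12 in all. SNAC1-bound DNA was measured by ChIP-Seq in SNAC1-N, ZH11-D and ZH11-N, with 3 immunoprecipitated libraries each. Each sample's condition was taken from its label, and 0 columns of per-sample values were left unused.

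For RNA-Seq, the authors mapped the reads to MSU 7.0 and deposited FPKM values without a filter on low values. The paper's statistics section gives Student's test and the least significant difference, computed in SPSS, for its experiments in general. For the DEGs the text gives thresholds on the log2FC and the FDR and does not name the test behind the FDR. Here R 4.3.3 and limma 3.58.1 were used on log2(FPKM + 0.5), computed from the deposited values, for features with a mean FPKM of at least 1. limma's moderated test, two-sided and with a trend of the variance on the mean, gave a log2FC, a standard error and a p-value adjusted by the Benjamini-Hochberg method. One fit held all 4 groups, because 3 libraries per group give little information on the spread. The thresholds were a log2FC of 1 and an adjusted p-value of 0.05, as in the paper. SRGDs were the DEGs of both genotypes, in the same direction, with log2FC values differing by more than 0.5. Exact permutation tests were two-sided, and 3 libraries against 3 allow no p below 0.1. Without fragment counts, the counting error of a low FPKM value is unknown.

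For ChIP-Seq, the deposited signal is a whole count per interval with a minimum of 1, divided by one factor per library. In each table 1 library has a factor of 1, and there the deposited value is the count itself. The minimum of 1 is what subtraction of input reads would leave. The paper's text does not name that step, and the counts may be net of input reads. The authors also deposited log2 mean signals per condition, a log2 fold and a p-value with its FDR for each interval. The design written before the data were examined assumed a list of peaks per condition with gene names. The tables hold consensus intervals of pairs of conditions, and so the test was chosen after the data were seen: limma on log2 of the signal. edgeR 4.0.16 on the recovered counts was an added alternative, and 100% of the values of a library were whole counts. If the counts are net of input, the edgeR model holds for them only approximately. Overlaps of intervals were counted with GenomicRanges 1.54.1. Summed counts ranged from 1109002 to 5494104 per library and table.

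The fits were tested on simulated data made from the real means and spreads, with 200 changed features. Every planted change was well above a log2FC of 1, while the median difference of the SRGDs was 0.668. The shares recovered therefore do not apply to differences as small as those of the SRGDs. The RNA-Seq fit recovered 162 (81%) in the drought contrast, 163 (81.5%) between genotypes and 152 (76%) in the difference of the responses, with 6 to 8 other genes called. For ChIP-Seq limma recovered 97 (48.5%) with 6 others called, and edgeR 105 (52.5%) with 4.

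The sample labels state that the transgenic plants shared pots with ZH11, as the paper does for its survival test, and libraries of the same number deviated together. The correlation of their deviations from the group means was 0.882, 0.486 and 0.507 under normal conditions and 0.589, 0.58 and 0.211 under drought. Between watering conditions it was -0.127 to -0.0432. The pairing thus applies within a watering condition.

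Genes named in the text are those that the paper names with an identifier. For each contrast of OE-19 against ZH11, up to 5 genes with the smallest adjusted p were added, SNAC1 apart, if the 3 libraries of one genotype lay on one side of those of the other. Alternatives changed the pseudocount, the filter, the scaling, the fit, the replicate block, the thresholds and the libraries included.

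The assignment of intervals to genes and promoters, the motifs, the SNAC1BGDs and their overlap with the SRGDs were not analysed here, because no genome or annotation of the MSU 7.0 build was used. Enrichment of terms was not analysed here.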

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

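All tests of explanations in this part were chosen, and the limits by which they were read were set, after the results had been seen. They can count against an explanation but cannot establish one. Samples in groups of 3 were not tested for single deviating libraries.

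The drought response differed between OE-19 and ZH11 in 4 genes (limma adjusted p under 0.05 for the difference), which came up because the difference itself was tested. For SNAC1 the difference was -3.61 on the log2 scale (adjusted p = 0.0168), since its transcript rose in ZH11 and was already high in OE-19. The other 3 are at or near 0 in ZH11. Oryza_sativa_newGene_1947 had a difference of 2.99 (adjusted p = 0.0168), with a mean FPKM of 9.29 in SNAC1-D and 0.767 in SNAC1-N. LOC_Os05g12120 had a difference of 3.27 (adjusted p = 0.0204), with 10.5 and 0.444. LOC_Os01g62540 had a difference of -2.21 (adjusted p = 0.0204), with 0.42 and 3.76, and is listed at 0 in all ZH11 libraries. At an unadjusted p under 0.05 there were 176 genes. The count was 0 without SNAC1-D replicate 2, SNAC1-D replicate 3, ZH11-D replicate 2, ZH11-N replicate 1 or ZH11-N replicate 3. Exchanging the genotypes within pairs of the same number gave a count at least as large in 2 of 32 exchanges, the real one included. The other reached 78. The exchanges include that of every pair of a watering condition, which measures the difference between the genotypes and not chance. The 78 may come from that exchange, so the 2 of 32 cannot decide on chance. Of 40 drawn splits that parted fewer pairs, 1 was as large, with 1013. Chance among these libraries was not excluded for the count, and SNAC1 stands apart in that its difference was built into the line.

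Between OE-19 and ZH11, 53 genes differed under normal conditions (44 higher and 9 lower in OE-19) and 61 under drought (54 higher and 7 lower). These genes come from comparing the genotypes directly, while the paper selects its SRGDs from the changes between drought and normal conditions in each genotype. In both conditions 45 genes were called in the same direction, 38 of them higher. The genes with the smallest adjusted p were LOC_Os03g43100 (log2FC 5.12 under normal conditions and 6.07 under drought, adjusted p = 1.42e-07 and 2.54e-08), LOC_Os06g21369 (4.74 and 6.51, 2.79e-06 and 2.29e-07) and, listed at 0 in ZH11, LOC_Os07g39450 (1.13e-06 and 1.09e-06) and LOC_Os07g26100 (1.38e-06 and 2.2e-07). Oryza_sativa_newGene_592 (adjusted p = 1.38e-06 under normal conditions) and LOC_Os01g49750 (log2FC 4.46, adjusted p = 2.4e-07 under drought) were also among them. Each lay higher in 3 of 3 OE-19 libraries. Of the 53 and 61 genes, 0 are in Table S4 and 2 in Table S3, of which 1 is SNAC1 itself.

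Of the 10 splits of the 6 libraries, 1 gave as many genes under normal conditions and 1 under drought, in each case the real one, and the other splits reached 15 and 4. With 10 splits the share cannot fall under 0.1. Scaling each library by its median ratio kept 53 of the 53 genes. It moved the median log2FC of all tested genes only from -0.0125 to -0.00621, so keeping the calls tests little by itself. A shift of that size is far below the log2FC of 1 that a call needs, which argues against a shift of whole libraries as the cause. One linked chromosomal segment around an insertion or left by crossing is also argued against: the called genes lie on 11 chromosomes with 1 neighbouring pair, and a share of 0.917 of 10000 random sets had as many. If the genes followed the SNAC1 transcript level in proportion in both genotypes, they should rise in ZH11 under drought, where SNAC1 reaches 0.779 of its OE-19 difference on the log2 scale and 0.484 in FPKM. The median share over the 43 higher genes was -0.00312 on the log2 scale and -0.000594 in FPKM, and 0 of them reached the share of SNAC1 on either scale. This argues against a proportional response as the cause for the 43 genes as a set, 29 of which are below an FPKM of 1 in all ZH11 libraries. However, 3 of the 43 were DEGs with a rise under drought in ZH11, by 0.315 to 0.465 of their difference in log2. For these 3 a partial effect of SNAC1 cannot be told apart from drought itself. Differences of the line other than SNAC1, such as changes from tissue culture, cannot be told apart from SNAC1, because 1 overexpression line was sequenced. An effect of SNAC1 that sets in only above the level reached in ZH11 under drought was not tested and may also remain.

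Newly assembled loci, on which the paper does not report, held 88 DEGs under drought in OE-19 and 89 in ZH11. They are part of the drought response counted in both genotypes. For the drought DEGs, 1 of 10 splits gave as many in OE-19 and 1 of 10 in ZH11, the real one each time, and the other splits gave 0. For the DEGs shared by both genotypes the real split alone, 1 of 100, gave as many. No explanation specific to the new loci was tested.

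In the ChIP-Seq tables 651 intervals differed between ZH11-D and SNAC1-N and 41 between ZH11-N and ZH11-D, signals the paper does not report. In each comparison 1 of 10 splits gave as many, the real one, and the other splits gave 0. Between ZH11-N and SNAC1-N 0 intervals differed (573 at an unadjusted p under 0.05), as in all 10 of 10 splits. A difference in library scaling could account for part of the 651: with median ratio scaling 391 of them were still called and the rest were not, and the share higher in ZH11-D moved from 94.3% to 74.7%. How much of the pattern comes from scaling and how much from drought or genotype cannot be told apart, since ZH11-D and SNAC1-N differ in both. Single libraries also decide the count, which was 21 without ZH11-D replicate 3 and 977 without SNAC1-N replicate 1. Whether a subtraction of input reads shaped these differences was not tested.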

How the results depend on the processing

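The alternatives for RNA-Seq were set before the data were examined, except for the replicate block within each watering condition. That block and all alternatives for ChIP-Seq were chosen after seeing the data. Where a value moved, the cause was not tested unless stated.

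The drought DEGs were 3965 in OE-19, 4188 in ZH11 and 3684 in both with a log2FC of at least 1.5, by construction of the stricter threshold. Under every other alternative they stayed within 1.5 times the 6201, 6391 and 5707 reported. Leaving out 1 library gave 5491 to 6755, 5638 to 6996 and 5177 to 5821.

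The number of SRGDs was 921 with a pseudocount of 0.1, 369 with a mean FPKM of at least 5, 84 with a difference above 1 and 0 when the difference also needed an adjusted p under 0.05, by construction of these rules in the last 3 cases. It was 518 to 1329 across the 12 fits that each left out 1 library, with 1329 without ZH11-D replicate 1, 1271 without SNAC1-N replicate 1 and 1117 without ZH11-N replicate 1. 

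The 4 genes with a differing drought response became 1 with a pseudocount of 0.1, 14 without a filter, 1 with a mean FPKM of at least 5 and 2 after quantile normalization. Pairing by the replicate block gave 1, and the block within each watering condition, chosen after seeing the data, gave 2, of which 1 was among the 4. Leaving out 1 library gave 0 to 4. For the SNAC1 transcript the difference of the responses stayed between -3.79 and -3.40 when 1 library was left out, but 6 of those 12 fits put its adjusted p above 0.05, at 0.0519 to 0.0898.

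Genes differing between OE-19 and ZH11 under normal conditions numbered 82 without a filter, 17 with a mean FPKM of at least 5 and 32 when only the 2 groups were fitted. Under drought they numbered 96 and 17 with those filters. Fewer or more genes tested explain part of these changes by construction. Leaving out 1 library gave 51 to 60 and 49 to 63. With the replicate block within each watering condition, 53 of the 53 and 55 of the 61 were called again. The blocks also removed the calls of a differing drought response of Oryza_sativa_newGene_1947, LOC_Os05g12120 and LOC_Os01g62540 (adjusted p over all alternatives 0.00355 to 0.786, 0.00355 to 1 and 0.00048 to 0.92). ONAC095 became a DEG in ZH11 with the replicate block (adjusted p = 0.0257, and 0.0257 to 0.218 over all alternatives). For SNAC1 between genotypes under drought both blocks put the adjusted p under 0.05 (0.0496 and 0.0483), while the log2FC of 0.90 stayed below the threshold for a DEG. They changed no other call of a named gene. Genes with an unadjusted p under 0.05 rose with the block within each watering condition, from 176 to 733 for the difference of the responses, from 313 to 1257 between genotypes under normal conditions and from 296 to 1042 under drought.

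Among the 93 SNAC1TGDs, those lower in ZH11 numbered 20 with a mean FPKM of at least 5, because fewer genes were tested. The number of SNAC1TGDs higher in ZH11 under drought, the number past the DEG thresholds in ZH11 and the number of GO terms with more genes higher stayed within 1.5 times under the alternatives run for them.

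Some small changes changed sign. The log2FC of OsPP2C49 between OE-19 and ZH11 under drought, -0.04, was 0.0246 after quantile normalization. When 1 library was left out, values ranged from -0.25 to 0.027 for SNAC1 under drought in OE-19, from -0.24 to 0.68 for ARAG1, from -0.25 to 0.0204 for OsSKIPa, from -0.14 to 0.0445 for OsPP2C49 and from -0.21 to 0.0285 for OsHOX24 between genotypes under drought. They ranged from -0.26 to 0.0579 for OsPYL, from -0.17 to 0.77 for OsbZIP72, from -1.83 to 0.32 for OsDREB1B and from -1.26 to 0.017 for HOX12 under drought in ZH11, and from -1.03 to 0.0181 for the difference of the responses of OsRCI2-5. The separate values that changed sign were 0.0255 and 0.027 for SNAC1 without SNAC1-D replicate 1 and SNAC1-N replicate 2, -0.24 and -0.19 for ARAG1 without SNAC1-D replicate 1 and ZH11-D replicate 2, 0.0445, 0.00932 and 0.00137 for OsPP2C49 without SNAC1-D replicate 1, ZH11-D replicate 2 and ZH11-D replicate 3, 0.00944 and 0.0285 for OsHOX24 without SNAC1-D replicate 3 and ZH11-D replicate 2, and 0.0271 and 0.0579 for OsPYL without ZH11-D replicate 1 and ZH11-N replicate 1. None of these values passed a threshold.

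Of the other results, single genes and counts by direction, 79 of 1335 comparisons changed when a library was left out: 37 weaker, 4 stronger, 24 moved and 14 reversed. Under the other settings 60 of 1037 changed: 16 weaker, 1 stronger, 42 moved and 1 reversed.

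In ChIP-Seq the replicate numbers did not pair the libraries (r of deviations from -0.073 to 0.0582). With a replicate block the counts were 332 in place of 651 for ZH11-D against SNAC1-N, 0 as before for ZH11-N against SNAC1-N and 541 in place of 41 for ZH11-N against ZH11-D. For the last comparison median ratio scaling gave 107 and edgeR on recovered counts 2. With edgeR's own scaling of the libraries (TMM) the count was 52, of which 34 were higher in ZH11-D and 18 in ZH11-N. Leaving out 1 library gave 21 to 977, 0 to 0 and 0 to 395 intervals, and the 395 came without ZH11-N replicate 3. In the last comparison the count was also 83 without ZH11-N replicate 2, 1 without ZH11-D replicate 2 and 0 without ZH11-N replicate 1, ZH11-D replicate 1 or ZH11-D replicate 3. In the first it was 145, 209 and 21 without ZH11-D replicates 1, 2 and 3, and 977, 371 and 291 without SNAC1-N replicates 1, 2 and 3. In the simulated data limma found 48.5% of the changed intervals, although all were planted well above a log2FC of 1. A low count therefore does not show that binding was equal.

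Not run were the stricter choice of peaks, the shorter promoter, the overlap of peaks by gene, the backgrounds of the overlap of SRGDs and SNAC1BGDs, the SRGDs of Table S2 in that overlap, and the windows and shifts of the motif test. All need genes or sequence for the intervals. For the difference of the drought responses, a fit over 2 groups has no test.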

Differences from the paper's values

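The rule for SRGDs selected 568 MSU 7.0 annotated genes, against the paper's 980. Among the alternatives set before the data were examined, a pseudocount of 0.1 gave 908, and leaving out 1 library gave 734, 790, 1259, 1315, 1102, 850 and 713 without SNAC1-D replicate 1, SNAC1-D replicate 2, SNAC1-N replicate 1, ZH11-D replicate 1, ZH11-N replicate 1, ZH11-N replicate 2 and ZH11-N replicate 3. These lie within 1.5 times the paper's number. The other alternatives did not close the gap: they gave 0 to 580 genes.

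The log2FC of OsIAA14 under drought in ZH11 was -4.03, against the paper's -4.71 in Table S2. The limit used was 0.622, the SD of a difference between single libraries, which is wider than the SD between replicates. The log2FC came within 0.622 of the paper's value with a pseudocount of 0.1 (-4.41) and with median ratio scaling (-4.14). It also did so without ZH11-D replicate 1 (-4.26) or ZH11-N replicate 1 (-4.40). No other alternative set before the data were examined brought it within the limit. The other 11 of 12 log2FC values compared with Table S2 lay within a limit computed in the same way for each.

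The paper gives 5874 overlapping DEGs, and its numbers of up- and down-regulated ones, the paper's 2313 and 3562, add to 5875. The re-analysis gave 5628 MSU 7.0 annotated shared DEGs, 2361 higher and 3267 lower. Of the 13 counts of DEGs compared with the paper, 12 lay within 1.5 times, and the exception was that of the SRGDs.

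The paper names 6 regulatory genes as up-regulated by SNAC1, without giving the condition in that passage. For OsbZIP23 it reports qPCR after ABA treatment in OE-19 and OE-25, and a yeast one-hybrid assay. These were not analysed here. Against ZH11 under drought, the log2FC in OE-19 was 0.42 for ONAC095, 0.17 for ARAG1, -0.19 for OsbZIP23, -0.12 for OsSKIPa, 0.18 for OsMYB55 and 0.18 for OsMYC2, and the limma adjusted p was 1 for each. No alternative run called any of them under drought. SNAC1 itself differed by only 0.90 under drought, against 4.51 under normal conditions. In normal conditions the log2FC of the 6 genes in OE-19 against ZH11 ranged from -0.15 for ONAC095 to 0.39 for ARAG1.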

Other observations

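The tests of explanations in this part were chosen, and the limits by which they were read were set, after the results had been seen. The limma values of genes that the paper names come from the main fit.

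Of the shared DEGs, 10.1% met the rule for SRGDs. Among those in the lowest 0.25 by standard error of the difference the share was 1.96%, and among the highest 0.25 it was 21%, with 299 SRGDs. It was 14.7% at a mean FPKM of 1 to 2 and 8.62% at 50 or more. Exchanging the genotypes within pairs gave at least as many SRGDs as the real 574 in 22 of 32 exchanges, the real one included, and the exchanges other than the real one gave 390 to 1344. Of 40 drawn splits that parted fewer pairs, 38 gave as many. The number of SRGDs is therefore consistent with the spread between libraries. This does not exclude SNAC1-regulated genes among them, and the genes of Table S2 had 36 unadjusted p-values under 0.05 for the difference among 823 tested, with 0 after adjustment. With the block within each watering condition, chosen after seeing the data, the 823 had 125 unadjusted p-values under 0.05 and again 0 after adjustment. For OE-19 against ZH11 under drought, that block gave 113 of the genes of Table S2 an unadjusted p-value under 0.05. In that comparison 1 passed the DEG thresholds and 0 passed when adjusted over the list alone. With the replicate number as a block these counts were 38, 1 and 1.

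Of the shared DEGs 61.2% responded less to drought in OE-19. A share as far from 50% arose in 12 of the 32 exchanges of genotypes within pairs, so chance may account for the weaker drought response in OE-19, and a smaller response of plants that resist drought was not tested.

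In ChIP-Seq, the intervals with a large share of a library's counts lie in a few regions. The share depends on the intervals of the table, and here it was taken from the table of ZH11-D and SNAC1-N for these conditions and from that of ZH11-N and SNAC1-N for ZH11-N. The region of chromosome 12 then held 0.261% to 20.9% of the counts in the 8 libraries with over 0.05%, an 80.1-fold range. In the same libraries the ratio of a region of chromosome 9 (4677827 to 4732471) to it was 0.22 to 0.355, a 1.61-fold range. A fixed proportion at changing amounts is consistent with one source of DNA present in many copies, hypothetically organelle DNA with homologous stretches in the nuclear genome, which was not tested. Subtraction of input reads could also shape these shares and cannot be told apart here: in ZH11-D replicate 1, the library left out above, 30 of the 48 intervals with a large share in the table of ZH11-D and SNAC1-N were at the floor of 1. A difference between OE-19 and ZH11 under normal conditions stays open (exact permutation p = 0.2, two-sided, with 0.1 the smallest possible): in the table of ZH11-N and SNAC1-N the share was 7.01% to 22.1% in SNAC1-N and 0.528% to 11% in ZH11-N.

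Values of further genes that the paper names follow for the RNA-Seq samples, which were not treated with ABA. Under drought the log2FC was 4.20 in OE-19 and 4.10 in ZH11 for OsPP2C49, 6.60 and 6.98 for OsHOX24 and 2.01 and 2.09 for OsNCED3. Between OE-19 and ZH11 under drought it was -0.04 for OsPP2C49 and -0.08 for OsHOX24 (limma adjusted p = 1 for both). Under drought in ZH11 the log2FC was 0.38 for OsbZIP72, 0.16 for COLD1, 2.75 for DHS, -0.98 for OsDREB1B, -0.11 for OsPYL, 2.63 for OsDOS, -0.60 for HOX12, 4.09 for TIFY11c, -1.15 for OsPYL2 and 0.27 for Ubiquitin. Of these DHS, OsDOS, TIFY11c and OsPYL2 were DEGs, and OsPYL2 was not one after quantile normalization (-0.99) or without ZH11-D replicate 3, ZH11-N replicate 2 or ZH11-N replicate 3. When 1 library was left out its log2FC was -1.53 to -0.92, with a limma adjusted p of up to 0.0809.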
